A study of Homo sapiens with 4 samples.

How the data were processed

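RNA was measured by sequencing in 4 libraries of the myeloma lines KMS12PE and KMS11, each treated with 1 µM OSSL_325096 or DMSO. Per the labels' protocols, the RNA was purified with Trizol and a column kit, mRNA was captured with oligo(dT) beads and fragmented, and complementary DNA was primed with random hexamers. Per the series' design text, the reads were mapped to hg19 and the expression values and the comparison were made in Biomedical Genomics Workbench 5. The counting rule, strand setting, annotation version, scaling, statistical model and number of reads are not given in the sources used here.

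The data were a single table of the authors' comparison of both treatments over both lines, with 6 columns of values for 57773 genes and 0 columns of single libraries. The RPKM column holds, per the file headers, the mean of the group with the higher mean, as deposited by the authors; RPKM divides read counts by transcript length and library size. The log2 fold change was deposited by the authors. The deposited fold column is the same quantity as a signed score, the ratio where it is above 1 and minus its reciprocal where it is below 1, and its log2 differed from the log2 column by at most 5.5e-06. The deposited p-value columns hold an unadjusted, a false discovery rate and a Bonferroni value for each gene, and the test behind them is not named in the file headers. A fold change and p-value were given for the 23130 genes with a group mean above 0 RPKM. A spreadsheet had turned 27 gene symbols into dates, and these genes were not named. Of the gene identifiers, 96.1% were in the GENCODE 44 annotation mapped to GRCh37, and 99.99% of those overlapped their entry on the same chromosome and strand, so coordinates are given as in the table, on hg19.

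Groups were taken from the labels, and the order of the treatments in the fold change from the table's title. Separate tests of each line, fits with the cell line as a block, other scalings and count models had been planned, but they need values of single libraries, so the authors' deposited fold changes and p-values took the place of the planned limma fit. Genes with a group mean of at least 1 RPKM were kept (11324 genes), and Benjamini-Hochberg adjusted p-values were recomputed over them. An implied standard error was computed as the absolute log2 fold change divided by the normal quantile of its deposited p-value. It is exact only if the authors' test was a two-sided normal test of the log2 fold change.

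Before the data were examined, 38 gene lists were fixed from textbook knowledge, with 605 gene symbols, of which 6 were not matched to a gene in the table; 9 genes are in more than 1 list. Lists with at least 5 measured genes (31) were tested with cameraPR of limma 3.58.1 (R 4.3.3) on the signed normal quantile of the deposited p-value, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. As a description, each list's median log2 fold change was set among the medians of 10000 random lists of the same size drawn from the same 20 bins of expression. The trend with GC content, transcript length and expression was removed by a regression with terms up to degree 3, with GC content and length taken as medians over a gene's transcripts in GENCODE 44, which covered 98.1% of the genes kept. It explained 15.8% of the variance of the log2 fold changes. The list tests were tested on simulated data for this comparison, with the 11324 real genes and their values shuffled. Of 200 lists of 20 genes, part were shifted by 1 SD. Calls were made for 86.0% of the shifted and 3.0% of the unshifted lists. Shuffling takes away correlation between genes and the trend with GC content. These rates therefore hold for independent genes and do not show the error rate for lists of co-regulated genes. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

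The rule for named genes was fixed before the data were examined, and is given here as adapted to values over both lines. It takes the 14 highest and 14 lowest fold changes among genes of at least 5 RPKM that were at least 2-fold different, leaving out sex-specific genes and those whose symbols mark clones, antisense transcripts or other non-coding RNA; pseudogenes with other symbols were kept. It also takes up to 4 members of each list with the largest absolute fold change, all members of the myeloma and line-identity lists, and the 5 smallest p-values in each direction. The rule was written for fold changes of each line, and was applied to the fold change over both lines. Named genes were therefore not required to differ in the same direction in each line. The rule's parts on differences between the lines could not be used. Other list members that are named were chosen after their values were seen, and the values of some members are not reported here. The depth behind each value is unknown, so no counting interval is given, and nothing in the labels says how many cultures each library came from.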

Results

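RNA sequencing was used to compare myeloma cells exposed to 1 µM OSSL_325096, a compound known here only by this code, with cells exposed to the solvent DMSO. KMS12PE and KMS11 are established human multiple myeloma lines, a malignancy of antibody-secreting plasma cells. There were 4 libraries, 1 for each combination of line and treatment, so each treatment had 2 libraries that came from different lines. Each line on its own therefore had no replicate. The length of the treatment is not given in the sources used here. The data analysed were the authors' own comparison of the treatments over both lines, which gave each gene a log2 fold change, a p-value and the mean RPKM of the treatment group with the higher mean. Values of single libraries were not analysed here, and the depth of each library is unknown. Of 57773 genes in the authors' deposited table, 34643 were listed at 0 RPKM without a fold change and 23130 had a fold change. The text below rests on the 11324 genes with a group mean of at least 1 RPKM, unless stated. Positive log2 fold changes mean higher expression with OSSL_325096, the order in which the table's title names the treatments; no column states it.

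The lines are told apart by genes that their chromosomal translocations drive, and their fold changes bear on which contrast the table holds. The cyclin gene CCND1 had a log2 fold change of 0.23 in the authors' deposited table, with a group mean of 126 RPKM. The receptor gene FGFR3 (555 RPKM) had 0.39, the transcription factor gene MAF (59.6 RPKM) 0.30 and WHSC1, now called NSD2 (22.7 RPKM), 0.05 in the authors' deposited table. Over the 7 measured line-identity genes the fold changes ran from -0.40 to 0.39, none of them 1.5-fold from 1. The list did not stand apart from other genes (median 0.23, cameraPR adjusted p = 0.756). With the trend in GC content, length and expression removed, its median was -0.02 and the test's direction was downward, again without a call (cameraPR adjusted p = 0.674).

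The question of which genes responded to the compound was addressed across both lines. The clearest difference was in cytosolic heat shock chaperones, which were higher with OSSL_325096. HSPA1B, an inducible HSP70, was 5.50-fold higher in the authors' deposited table (log2 2.46, implied SE 0.97), and HSPA8, the constitutive HSP70, was 4.79-fold higher (log2 2.26, implied SE 1.15). Among the lowest were H1F0, a linker histone gene, at 6.60-fold lower, and CTH, which encodes the cysteine-producing enzyme cystathionine gamma-lyase, at 4.19-fold lower in the authors' deposited table. No single gene passed a correction for multiple tests. The false discovery rate in the authors' deposited table was 0.999995 for every one of the 23130 genes, and recomputing the Benjamini-Hochberg adjusted p over the 11324 genes, from the p-values of the authors' own model, left 0 genes under 0.05. Unadjusted p-values under 0.05 were found for 9 of the 23130 genes, where chance alone gives 1156, and for 5 of the 11324. The median implied standard error was 1.10 on the log2 scale, so that a gene of median spread needed a 4.45-fold difference to reach an unadjusted p of 0.05. The lines were the only replicates of each treatment in this comparison, and the model behind the p-values is not given in the sources used here.

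By size alone, 112 genes were at least 2-fold higher and 123 at least 2-fold lower with OSSL_325096, 2.08% of the genes, while 90.1% lay within 1.5-fold. Without genes flagged as near-identical copies, pseudogenes or clone names, the counts were 66 higher and 64 lower. The flag took out HSPA1A and HSPA1B. It left in GOLGA8F and GOLGA8G, members of the same gene family, so some copies may remain in these counts. At 5 RPKM or more, 40 genes were at least 2-fold higher and 24 at least 2-fold lower. The 14 highest of these, by the naming rule, held 6 heat shock chaperone genes: HSPA1B (chromosome 6, 31795512 to 31798031, hg19), HSPA8 (chromosome 11, 122928197 to 122933938), HSPH1, HSPA1A, DNAJB1 and FKBP4. HSPA1A and HSPA1B are near-identical neighbours, so reads may be split between them and their separate values are uncertain. TNFRSF8, the gene of the surface receptor CD30, was 3.87-fold higher in the authors' deposited table (log2 1.95, implied SE 1.57, 27.7 RPKM). PHLDA2, an imprinted growth regulator, had a log2 fold change of 1.70 in the authors' deposited table (implied SE 1.67). SFN, which encodes 14-3-3 sigma, had 1.34 there (implied SE 1.72). WDR77, a partner of the arginine methyltransferase PRMT5, had 1.31 (implied SE 1.08). The implied SE of SFN was larger than its fold change, and that of PHLDA2 was about as large. CDC20 (chromosome 1, 43824626 to 43828874), an activator of the anaphase-promoting complex, was 2.54-fold higher in the authors' deposited table, with a group mean of 127 RPKM and an implied SE of 0.95. The others of the 14 were the immunoglobulin light chain genes IGKV3-11 and IGKV3D-15 and the cancer-testis gene MAGEA2B, which have near-identical copies. Their implied SEs, 1.91, 2.14 and 1.80, were larger than their log2 fold changes of 1.81, 1.41 and 1.48.

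The 14 lowest were led by genes with copies elsewhere in the genome, the processed pseudogene FAM3C2 (log2 -5.51 in the authors' deposited table) and HIST2H4B (-3.11), whose values are uncertain for that reason, as is RPS17L (-1.38). H1F0 (chromosome 22, 38201114 to 38203442) had the highest expression among them, with a group mean of 483 RPKM and a log2 fold change of -2.72 in the authors' deposited table (implied SE 1.43, unadjusted p = 0.0575). CTH (chromosome 1, 70876901 to 70905534) had a log2 fold change of -2.07 in the authors' deposited table, with an implied SE of 1.10. PLEK, a protein kinase C substrate of blood cells, stood at -1.85 in the authors' deposited table, TXNIP, the thioredoxin-interacting protein gene, at -1.74, the steroid sulfatase gene STS at -1.51 and PLCXD1 at -1.33. GPRC5D, a plasma cell surface receptor, was listed at -1.21 with an implied SE of 2.19 in the authors' deposited table. The cyclin gene CCNE2 was at -1.19 there, with an implied SE of 1.35. The remaining members were FUT1, TEX22 and MFAP4, between -1.28 and -1.14, with implied SEs of 1.28, 1.40 and 1.89.

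**Figure D1:**
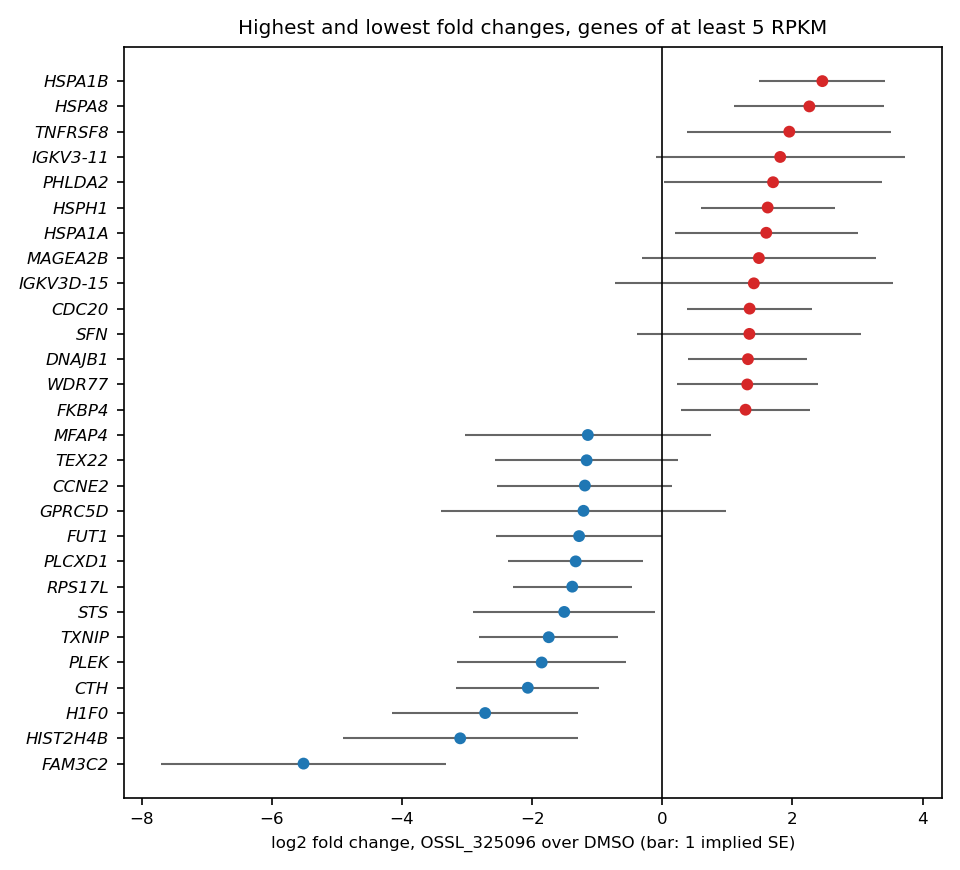
Log2 fold change of OSSL_325096 over DMSO (horizontal axis) for the 14 highest (red) and 14 lowest (blue) genes of at least 5 RPKM that the naming rule selected. Bars are 1 implied SE of the authors' comparison of 2 libraries against 2. HSPA1B, at 2.46 with an SE of 0.97, and HSPA8, at 2.26 with an SE of 1.15, head the higher genes.

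Gene lists fixed before the data were examined were then compared with all other measured genes, 31 of them with at least 5 measured members. The test, cameraPR with a preset correlation of 0.01, called 13 lists after Benjamini-Hochberg adjustment over the lists, 6 higher and 7 lower with the compound. In every tested list, 0 members passed by the authors' p-values when adjusted over the list alone, as over all genes, and HSPA1B was the only member with an unadjusted p under 0.05. An estimated correlation needs the values of single libraries and could not be had; with a preset correlation of 0.1 in its place, 8 of the 13 calls held. These p-values compare genes, which are not independent replicates, and not separate cultures.

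The heat shock list was the highest. Of its 14 measured members 13 were higher, 11 by at least 1.5-fold and 7 by at least 2-fold, and its median log2 fold change was 1.04 (quartiles 0.69 and 1.53; cameraPR adjusted p = 3.71e-33). Besides the HSP70 genes, the authors' deposited table put HSPH1, an HSP110 exchange factor, at 1.62, the HSP40 genes DNAJB1 and DNAJA1 at 1.32 and 1.11, and FKBP4, an HSP90 co-chaperone, at 1.28. BAG3 had 0.97, HSPB1 0.88, HSP90AA1 0.53 and HSP90AB1 0.43 in the authors' deposited table, and the mitochondrial chaperonin gene HSPD1 had -0.06. The list lay above all of 10000 random lists matched on expression, and the call held with a correlation of 0.1 (adjusted p = 2.03e-16). Other protein quality control genes did not stand apart. Proteasome subunits had a median of 0.13 over 18 genes (cameraPR adjusted p = 0.387), and genes of the endoplasmic reticulum unfolded protein response had 0.02 over 20 genes (0.498). Within the latter, the authors' deposited table listed the lumenal folding factors MANF, SDF2L1 and HSPA5 at 1.03, 0.98 and 0.77, and the degradation genes EDEM1 and SEL1L at -0.87 and -0.77. Oxidative stress genes regulated by NRF2 had a median of 0.08 over 17 genes (cameraPR adjusted p = 0.465), and autophagy and lysosome genes -0.06 over 20 (0.355).

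Genes of the integrated stress response, which ATF4 drives when amino acids are short and under some other stresses, were lower. Of 18 measured members 17 were lower, 7 of them by at least 1.5-fold, with a median of -0.43 (cameraPR adjusted p = 4.28e-07, and 0.00236 with a correlation of 0.1). ASNS, the asparagine synthetase gene, had a log2 fold change of -0.97 in the authors' deposited table, CHAC1, a glutathione-degrading enzyme, -0.82, SLC7A11, the cystine transporter, -0.78 and ATF3 -0.77. ATF4 itself was listed at -0.11 in the authors' deposited table.

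Cell cycle genes moved apart by phase. The G2/M and mitosis list was higher, with 17 of 20 members above 0 and 7 at least 1.5-fold higher (median 0.47, cameraPR adjusted p = 2.58e-11). CDC20, the cyclin gene CCNB1 and the kinase gene PLK1 had 1.34, 1.20 and 0.97 in the authors' deposited table, and KIF20A, a mitotic kinesin, had 0.85, while CDK1 had -0.11. The G1/S and DNA replication list was lower in all 20 members, 3 of them by at least 1.5-fold (median -0.42, cameraPR adjusted p = 9.55e-10). CCNE2 and CCNE1, the cyclin E genes, were at -1.19 and -1.03 in the authors' deposited table, the primase gene PRIM1 at -0.97 and the ribonucleotide reductase gene RRM2 at -0.54. Both calls held with a correlation of 0.1 (adjusted p = 9.26e-05 for the G2/M list and 0.000286 for the G1/S list). Tubulin genes were higher in 9 of 9 measured members, led by TUBB4B at 1.03 and TUBA1C at 0.82 in the authors' deposited table (median 0.42, cameraPR adjusted p = 0.00014, and 0.00579 with a correlation of 0.1). The tubulin call was lost with no minimum on RPKM (adjusted p = 0.0934). DNA repair genes had a median of -0.17 over 19 members (cameraPR adjusted p = 0.0284). That call was lost with a correlation of 0.1 (adjusted p = 0.235).

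Sterol genes were higher. Of 18 measured genes of cholesterol synthesis and its control 17 were above 0 and 11 at least 1.5-fold higher, with a median of 0.66 (cameraPR adjusted p = 2.66e-10, and 0.000115 with a correlation of 0.1). The mevalonate enzyme gene MVD had 1.16 and NSDHL, a later enzyme of the pathway, 0.71 in the authors' deposited table. The fatty acid synthesis list had a median of 0.25 over 10 genes (cameraPR adjusted p = 0.0287), with FASN at 1.22 and ACACA at 0.46 in the authors' deposited table. The fatty acid call was lost with a correlation of 0.1 (adjusted p = 0.161). Genes of ribosome biogenesis, many of them targets of MYC, were higher in 21 of 23 members, 7 of them by at least 1.5-fold (median 0.27, cameraPR adjusted p = 1.02e-06, and 0.00579 with a correlation of 0.1). NOP16 and RRP9 had 1.08 and 0.96 in the authors' deposited table. MYC itself had 0.31 there, and ribosomal protein genes had a median of -0.06 over 24 members (cameraPR adjusted p = 0.387).

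Genes on which myeloma cells depend or by which they are recognised were lower as a list. Of 15 measured members 12 were below 0, 5 of them by at least 1.5-fold, with a median of -0.27 (cameraPR adjusted p = 0.00414, and 0.0881 with a correlation of 0.1, so that the call was lost). BCL2, the anti-apoptotic gene (chromosome 18, 60790579 to 60987361), was 2.15-fold lower in the authors' deposited table (log2 -1.10, implied SE 1.02, 65.0 RPKM). The surface antigen gene CD38 was at -0.73, CRBN, the target of thalidomide analogues, at -0.67, IRF4, the plasma cell transcription factor, at -0.67 and TNFRSF17, the gene of BCMA, at -0.66 in the authors' deposited table. IKZF3 was at -0.44, PRDM1 at -0.36, MCL1 at -0.27, IKZF1 at -0.14, SLAMF7 at -0.08, XBP1 at -0.02 and POU2AF1 at -0.01 in the authors' deposited table. The higher members SDC1 (the gene of CD138), MYC and BCL2L1 were at 0.60, 0.31 and 0.16 there. The wider BCL2 family list had a median of -0.15 over 14 genes (cameraPR adjusted p = 0.210), with BCL2L11, the gene of the death-promoting protein BIM, at -0.83 and BAK1 at 0.58 in the authors' deposited table. Targets of p53 had a median of -0.18 over 19 genes (cameraPR adjusted p = 0.0249), with GDF15 at -1.22, DDB2 at -0.89 and AEN at 0.68 in the authors' deposited table. That call was lost with a correlation of 0.1 (adjusted p = 0.230). CDKN1A, the p53 target that encodes the cell cycle inhibitor p21, was listed at -0.07 in the authors' deposited table.

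Transcripts of the mitochondrial genome were lower in 12 of 13 genes (median -0.30, cameraPR adjusted p = 0.000732, and 0.0299 with a correlation of 0.1), with MT-CYB at -0.58 and MT-CO3 at -0.55 in the authors' deposited table. The call was lost with no minimum on RPKM (adjusted p = 0.107) and with a trend in GC content, length and expression removed (0.985). Nuclear genes of the respiratory chain had a median of -0.11 over 21 members (cameraPR adjusted p = 0.235). Replication-dependent histone genes had a median of -0.36 over 14 members (cameraPR adjusted p = 0.0197, lost with a correlation of 0.1 at adjusted p = 0.161). HIST1H2BG was at -2.76 and HIST1H3B at 1.10 in the authors' deposited table. Most such mRNAs have no poly(A) tail, and the libraries were made from RNA captured with oligo(dT) beads.

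The fold changes followed the GC content of the transcripts. Their median rose from -0.17 in the fifth of genes with the lowest GC content to 0.23 in the fifth with the highest, with a Spearman correlation of 0.47 across 11104 genes, which are not independent replicates. After the trend with GC content, transcript length and expression was removed, 4 calls ended by cameraPR. The median of the mitochondrial list moved from -0.30 to -0.0395 (adjusted p = 0.985), that of the DNA repair list from -0.17 to -0.049 (0.17) and that of the fatty acid list from 0.25 to 0.080 (0.159). Only 9 of the 10 fatty acid genes entered that test, without ACACA (0.46 as deposited). The fatty acid medians before and after removal are therefore over different genes. The BCL2 family list passed at the correlation of 0.01 (cameraPR adjusted p = 0.00768) but not at 0.1 (adjusted p = 0.105), with its median nearly the same, -0.15 before and after. The histone call also ended (adjusted p = 0.0530), but only 10 of its 14 members had a GC content and length and entered that test. Their median after removal was -0.50, against -0.36 over the 14 members before. These values are over different genes, so whether the trend or the missing members ended the call was not told apart.

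The other lists did not stand apart from the rest of the genes by cameraPR. Among the lists without a call, 3 medians nevertheless lay outside 95% of matched random lists, at percentile 99.8 for the immunoglobulin list, 0.88 for the nuclear respiratory chain list and 2.1 for the BCL2 family list. The medians were 0.43 for 7 immunoglobulin and related genes (adjusted p = 0.202), 0.17 for 14 antigen presentation genes (0.387), 0.14 for 7 targets of TGF-beta, Notch and Wnt signalling (0.387), 0.10 for 14 immediate early genes (0.387) and 0.04 for 10 interferon-responsive genes (0.866). Adhesion and cytokine genes of the bone marrow niche had a median of -0.16 over 8 members (adjusted p = 0.360), and genes of transcription elongation and the response to BET inhibitors 0.02 over 12 (0.498). In 3 lists the median and the mean differed in sign. Hypoxia and glycolysis genes had a median of 0.03 and a mean of -0.11 over 23 members (cameraPR downward, adjusted p = 0.465), NF-kB targets 0.05 and -0.09 over 14 (downward, 0.465), and B-cell genes 0.04 and -0.08 over 5 (downward, 0.640). Lists with fewer than 5 measured members were not tested. Their medians were 0.36 for 3 metallothionein and zinc transport genes, 0.07 for 4 targets of the aryl hydrocarbon receptor and 0.10 for 2 myeloid genes. Markers of other cell types were mostly under 1 RPKM in the authors' deposited table: 8 of 8 erythroid and platelet markers, 9 of 9 fibroblast and endothelial markers, 7 of 10 T and NK cell markers and 6 of 8 epithelial markers, with CD4 at 6.60 RPKM and EPCAM at 15.8 RPKM the highest. The measured T and NK markers had a median log2 fold change of -0.16 and the epithelial ones -0.21.

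**Figure D2:**
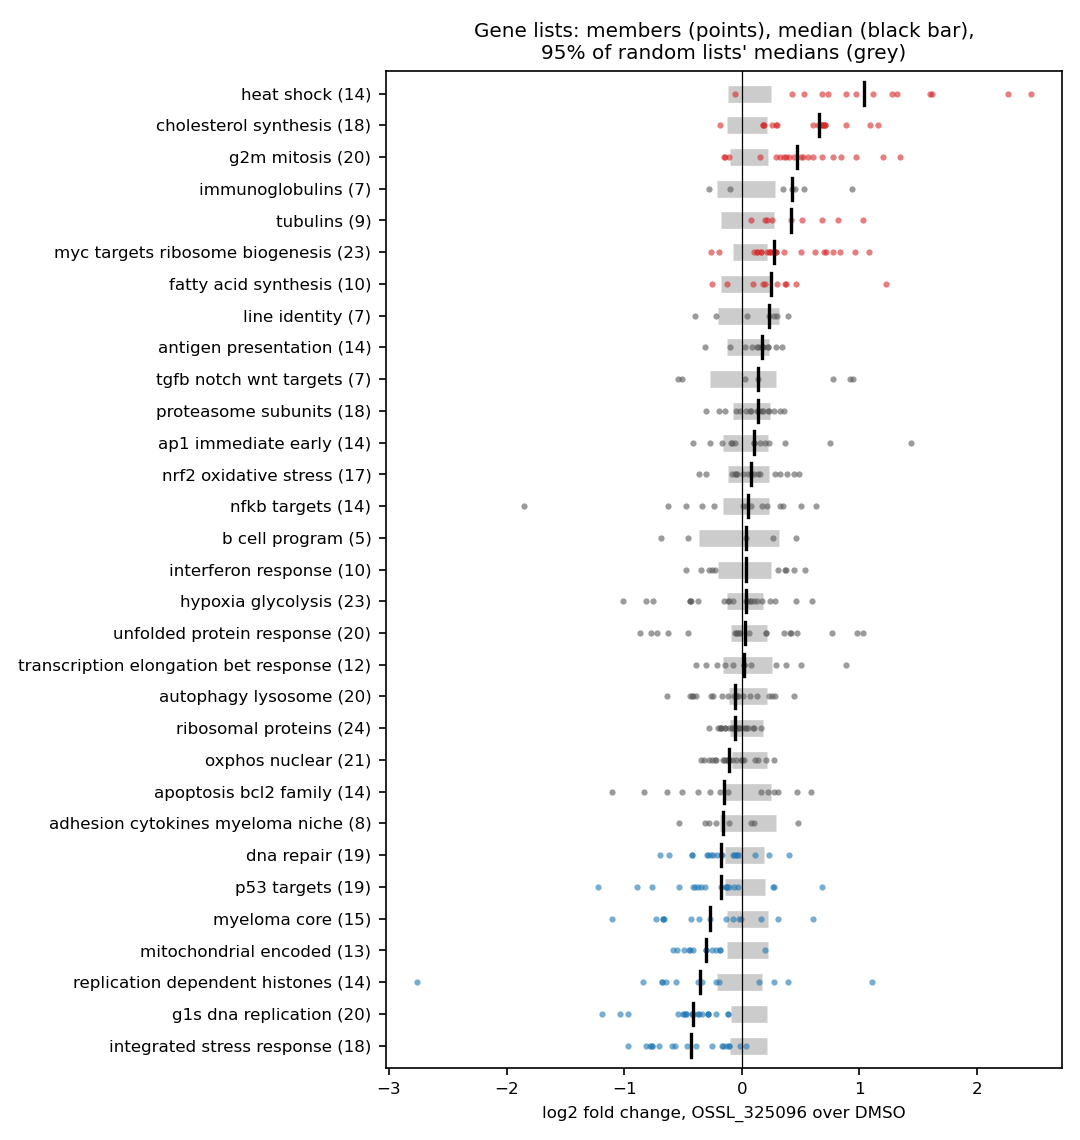
Log2 fold change of OSSL_325096 over DMSO (horizontal axis) for the members of each tested list (points; number of measured members in brackets), with the list median (black bar) and the range that holds 95% of the medians of random lists matched on expression (grey). Red and blue lists were called higher and lower by cameraPR at an adjusted p under 0.05, and the heat shock list has the highest median, 1.04.

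**Figure D3:**
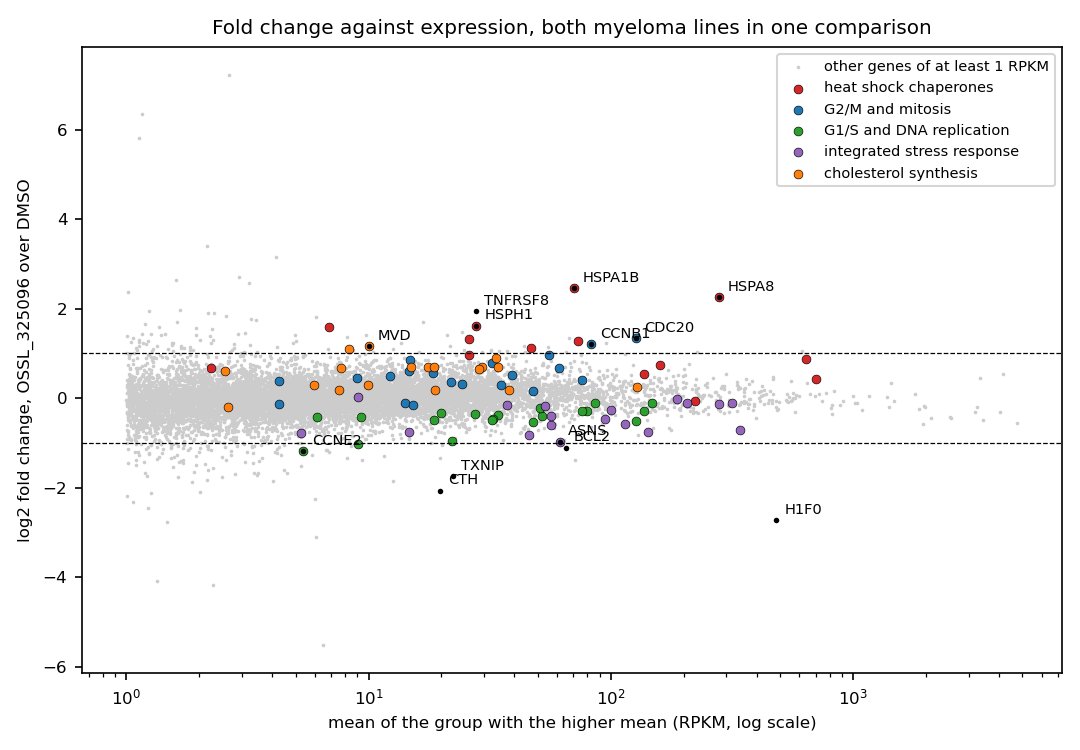
Log2 fold change of OSSL_325096 over DMSO (vertical axis) against the mean RPKM of the group with the higher mean (horizontal axis, log scale) for the genes of at least 1 RPKM, with 5 gene lists in colour and black dots at the genes named in the plot. Dashed lines mark 2-fold; 2.08% of the genes lie at or beyond them, among them HSPA1B at 2.46 and H1F0 at -2.72.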

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

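Scalings, pseudocounts, other models and a cell line term, which were planned, need values of single libraries and were not run. Centring shifts every log2 fold change alike by 0.01, which leaves a list test on log2 fold changes as it is. Its effect on the main list test, which used the signed normal quantile of the p-value, was not tested. No paired analysis was possible because the table holds no values of single libraries. Leaving out a line or a library was not possible for the same reason, so how far either line alone carries a result is not known. The alternatives on counts of 2-fold genes, the statistic, the ranks and the correlations above 0.01 were chosen after seeing the data. So was the removal of the trend in GC content, length and expression. No gene had an adjusted p under 0.05 with the main filter, with no filter (as deposited) or at 5 RPKM, nor under 0.1. The number of genes at least 2-fold higher and lower, 112 and 123 in the report, was 3340 and 2798 with no minimum on RPKM. It was 40 and 24 at 5 RPKM, 28 and 33 with a log2 threshold of 1.5, and 561 and 560 with a threshold of 1.5-fold. Without genes flagged as near-identical copies, pseudogenes or clone names it was 66 and 64. The last 4 settings count fewer genes or use another threshold by construction. With the trend in GC content, length and expression removed, the numbers higher and lower were 89 and 95. The 13 list calls became 6 with no filter and 8 with a correlation of 0.1, and 9 to 11 under the other 5 settings. The 6 lists called with no filter (heat shock, cholesterol synthesis, G2/M, G1/S, integrated stress response and ribosome biogenesis) were called in the same direction under all 7 alternatives. Each of these alternatives changed a single setting. With no filter and a correlation of 0.1 combined, only the heat shock list was still called by cameraPR (adjusted p = 9.83e-05). The G2/M and cholesterol lists were then at adjusted p = 0.135 and the G1/S list at 0.138. The integrated stress response and ribosome biogenesis lists were at 0.363. The median of the mitochondrial list moved from -0.30 to -0.0395 with the trend in GC content, length and expression removed. The test's direction was reversed. Which of these properties moved the list was not tested. Lists outside 95% of random lists numbered 16 with matching and 14 without it.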

Other observations

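The tests were chosen after the patterns they bear on had been seen. For those on held-out lists and on GC content, what each should show was written before its value was computed; for those on the p-values, a proteasome block and shared reads it was written after. Held-out lists are genes that no earlier list contained. Other chaperones regulated by the heat shock factor HSF1, among them subunits of the cytosolic chaperonin TRiC, had a median log2 fold change of 0.21 over 20 genes. Of these 16 were above 0 and 4 below, and only 1 was at least 1.5-fold higher. This was STIP1, an adaptor between HSP70 and HSP90, at 0.96 in the authors' deposited table, while CACYBP had 0.47 there. AHSA1, which activates the ATPase of HSP90 and was chosen after its value was seen, had 1.14 in the authors' deposited table. Aminoacyl-tRNA synthetases and other targets of ATF4 outside the first list had a median of -0.31 over 20 genes, 18 of them below 0, with GARS at -0.83 and WARS at -0.76. The hypothesis of lower expression of ATF4 targets predicted a median below the 2.5th percentile of matched random lists, and it lay at percentile 0.0.

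Heat shock chaperones were higher as a group (median 1.04). A bias with GC content, length or expression is argued against by the corrected median, 1.019 times the deposited one. Reads shared between the near-identical HSPA1A and HSPA1B are argued against by the median without them and HSPA8. It was 0.849 times that of the full list. A proteasome block, which raises ATF4 targets with chaperones, is argued against by the integrated stress response list, at percentile 0.0 of matched random lists. The held-out chaperone list lay at percentile 97.71, just past the bound set before it was computed, which is consistent with a response driven by HSF1, as a hypothesis. Handling of the treated cultures, such as a temperature shift, could give the same pattern and stays open, since each line had 1 treated library.

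Mitotic genes were higher and G1/S genes lower. The held-out mitotic and G1/S lists had medians of 0.43 and -0.22, and their difference of 0.65 lay at percentile 100 of pairs of matched random lists, which is consistent with a coordinated shift of the cell cycle, as a hypothesis. A GC, length or expression bias is argued against by the corrected difference of the 2 first lists, 1.142 times the deposited one. Whether more cells were in G2 and mitosis, or transcription changed within each phase, stays open, as does a difference in culture density between the treated and DMSO cultures.

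The p-values were far larger than chance alone gives, with 9 under 0.05 where 1156 were due. At 5 RPKM or more low read depth is argued against, since the median implied standard error at 100 RPKM or more was 0.995 times that at 5 to 20 RPKM, and 2 of 6711 genes had a p under 0.05 where 336 were due. At 1 to 5 RPKM the implied standard error was larger than at 5 to 20 RPKM (1.46 against 1.01), but so was the SD of the log2 fold changes (0.47 against 0.34), and the part of depth under 5 RPKM stays open. The 7 line-identity genes had a median implied standard error of 1.89, against 0.99 for matched random lists (percentile 100). A candidate explanation is that the authors' comparison took the difference between the lines as replicate spread, with no term for the line; this stays a hypothesis, as the model is not named in the sources used here.

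Of the 10 genes of at least 1 RPKM with the smallest p-values, 5 in each direction, HSPA1B, HSPA8, H1F0, CTH and FAM3C2 were above 5 RPKM. The other 5 lay between 1.13 and 2.65 RPKM, and among them the clone-named CTD-3126B10.4 was listed at log2 7.21 with 2.65 RPKM and F8A3, 1 of several identical copies, at -4.17 with 2.27 RPKM.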
